A study of Homo sapiens with 61 samples. Its data were reported in "ASH1L-MRG15 methyltransferase deposits H3K4me3 and FACT for damage verification in nucleotide excision repair" (2023).

How the data were processed

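The series holds chromatin immunoprecipitation sequencing of H3K4me3 and of XPC in U2OS cells that were wild-type (WT) or lacked ASH1L (ASH1L–/–), left unirradiated or collected 1 h and 3 h after 20 J/m2 of UV-C light. It lists 61 samples. The files used here are 37 lists of peaks, 18 for H3K4me3 and 19 for XPC. The 18 input samples and the 6 samples from XPC-deficient cells have no list of their own and entered only as the controls of the lists. Each group of genotype and time had 3 libraries per antibody, except unirradiated WT cells with XPC, which had 4. The labels call the libraries of a group biological replicates, and no reads, coverage tracks or counts per region were used here.

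The authors processed each library by itself, without pooling. Reads were trimmed with Trim Galore 0.6.5 and aligned with BWA 0.7.17-r1188 to hg38 without chromosome Y. Reads of low mapping quality, duplicates and blacklisted regions were removed with bedtools 2.29.2, Picard and SAMtools 1.7. Peaks were called with MACS2 2.2.7.1 at a p threshold of 0.01, as narrow peaks against input for H3K4me3 and as broad peaks against the immunoprecipitate of XPC-deficient cells for XPC. The deposited XPC lists also hold weaker peaks, with a lowest −log10 p of 1.00 to 1.47 per list. In each deposited list, columns 2 and 3 give the start and end of a peak in bases, which are positions (other). Column 7 is the deposited fold enrichment (a ratio over the local control), and columns 8 and 9 are the deposited −log10 p and −log10 q. These values are the authors' and describe 1 library against its control, so they carry no spread among samples. For XPC, 17 of the 19 lists held exactly 500000 peaks and 2 were shorter, so numbers of XPC peaks were not compared between groups.

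Peaks were assigned to promoters (within 2 kb of the start site of a protein-coding gene), to gene bodies and to intergenic DNA, in that order, with GENCODE 44. Start sites were taken for 19962 genes, from the MANE transcript for 19011 and from the Ensembl canonical transcript for 951. The covered length of each 4 kb promoter window was the number of bases under called peaks. Gene bodies ran from 2 kb past the start site to the gene end, without the promoters of other genes, for the 17671 genes longer than 4 kb. Windows covered in fewer than 3 libraries were left out. All 18 H3K4me3 lists were merged into regions. A region counted as gained when at least 2 of 3 libraries of an irradiated group held a peak there and fewer than 2 unirradiated libraries did, and as lost in the mirrored case. Under a strict rule a region gained in WT alone had a peak in all 6 irradiated WT libraries and in none of the unirradiated WT or irradiated ASH1L–/– libraries.

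Numbers of peaks per library were compared by exact permutation tests, two-sided, on the mean log2 value of the 6 irradiated and 3 unirradiated libraries of a genotype. The difference of the 2 changes was tested by exchanging genotypes within each time. Because 3 libraries against 3 cannot give an exact p under 0.1, both irradiated times were pooled. The study used analysis of variance for such densities. Covered lengths were fitted with limma (group means in 1 fit per antibody, moderated variances with a trend and robust estimation), and p-values were adjusted over all windows of a contrast by Benjamini and Hochberg with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01, adjusted over the 14 lists of a contrast, and again with an estimated correlation. Members of each list were also adjusted over the list alone. The 14 lists were written from general knowledge of gene function. Overlap of XPC peaks with gained regions was divided by the overlap with the same regions shifted 20 times by 50 to 500 kb.

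Groups, tests, gene lists, alternatives and the rule for naming genes were chosen before the data were examined. The rule named the 10 largest increases and 10 largest decreases that passed in each contrast (the 5 smallest p where fewer than 5 passed), up to 4 passing members per gene list and contrast, and 6 repair and chromatin genes in any case. After the values were seen, and for length, the naming was narrowed to the 2 largest per list and contrast, and the 6 genes were given for the UV contrasts of H3K4me3 promoters. Some genes that the rule named are not reported here. Of regions gained in WT alone under the strict rule, the 10 with the longest mean covered length were named. Alternatives chosen after the data were seen were peaks that pass at the depth of the shallowest library, XPC without the 2 shorter lists or without chromosome X, and, for gene lists, an estimated correlation, the narrower window, the scaled length and the block. The tests of covered length, peak width and depth per library, of gene families, of copy number and of the end of chromosome 8 were also added then.

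Depth was recovered for H3K4me3 from the deposited pairs of p and fold enrichment. For peaks with a −log10 p under 12, a whole number of reads and a background fitted the deposited −log10 p to within 0.01 for at least 99.7% of the peaks of each list. The background was 2.57 to 4.40 reads among libraries. The other alternatives were a −log10 q of at least 1.3, a fold enrichment of at least 5, the top 25% of each list by fold enrichment, the same number of peaks per library by smallest p (72984 for H3K4me3, 326438 for XPC), the stricter 50% of XPC lists, promoters of 1 kb to each side, windows covered in at least 1 library, covered length scaled to the same total per library, variances without a trend, the replicate number as a block and leaving out each library. The test of the number of all peaks was not run with the same number of peaks per library, because it is then fixed. In the same way, covered length scaled to its total assumes that total H3K4me3 did not change.

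Chance was weighed by exchanging libraries between groups, with all or 100 arrangements. Copy number was weighed in bins of 5 Mb by the covered share of XPC lists in each genotype, as input libraries were not used here. Gene families (ZNF, replication-dependent histone, KRTAP and clustered protocadherin genes, by symbol) were compared with 10000 rotations of the gene order. Values of single libraries were tested against their group with the Dixon test in 10 measures of the XPC group of 4. Changes were planted in simulated noise to measure what the fits can find at best. At promoters 11 of 67 changes of 0.25 kb, 40 of 67 of 0.5 kb and 65 of 66 of 1 kb were found, with 2 false calls among 118. For gene bodies the numbers were 6 of 67 at 0.5 kb, 32 of 67 at 1 kb and 55 of 66 at 3 kb, with 4 false among 97 calls. For XPC promoters they were 0 of 67 at 0.5 kb, 0 of 67 at 1 kb and 11 of 66 at 2 kb, with 2 false among 13 calls. A list of 20 genes raised by 0.5 kb was found and 0 other lists were called. Values were computed with Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) and R 4.3.3 (limma 3.58.1, statmod 1.5.0, and version 1.17.8 of data.table).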

Results

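H3K4me3 and XPC were mapped in U2OS cells with and without ASH1L, before and 1 h or 3 h after 20 J/m2 of UV-C light, and the peaks called in each library were compared. The ASH1L gene, which codes for a histone methyltransferase, was examined first. Its promoter window (hg38, chromosome 1, 155560803 to 155564803) held 2.73 ± 0.0564 kb of H3K4me3 in unirradiated wild-type (WT) cells and 2.75 ± 0.0968 kb in unirradiated ASH1L–/– cells (mean ± SD, n = 3 libraries each). The deleted exons lie outside this window, so the mark there checks nothing about the knockout. After irradiation the ASH1L promoter differed by 0.0852 ± 0.0513 kb in WT and by 0.0947 ± 0.0513 kb in ASH1L–/– cells (± SE, adjusted p = 0.188 and 0.170, limma). With covered length scaled to an equal total per library these values turned negative (−0.906 kb and −0.313 kb). Scaled, the WT value passed as a fall and the ASH1L–/– value did not (adjusted p = 0.0139 and 0.894, limma). The p-values of limma and of tests that exchange libraries measure the spread among samples that the labels call biological replicates. Camera compares a list with other genes, and rotation tests compare genes or regions with shifted positions along the genome. The p-value and fold enrichment of a single peak are the authors' and compare 1 library with its control.

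With all deposited peaks, the number of H3K4me3 peaks passed no test after adjustment in either genotype, in promoters, gene bodies or intergenic DNA. Intergenic peaks numbered 52820 ± 7893 in unirradiated WT cells, 59663 ± 11661 at 1 h and 68085 ± 6764 at 3 h (mean ± SD, n = 3 each). In ASH1L–/– cells they numbered 53489 ± 7160, 50363 ± 17655 and 54660 ± 9999. Gene body peaks followed with 39101 ± 7760, 45320 ± 7570 and 48955 ± 4914 in WT cells, against 39326 ± 7162, 40223 ± 10251 and 40563 ± 5848 without ASH1L. Promoter peaks, within 2 kb of a start site, numbered 16811 ± 1001 in unirradiated WT cells, 15162 ± 546 at 1 h and 15832 ± 358 at 3 h, and 18004 ± 156, 15906 ± 1690 and 17432 ± 728 in ASH1L–/– cells.

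**Figure D1:**
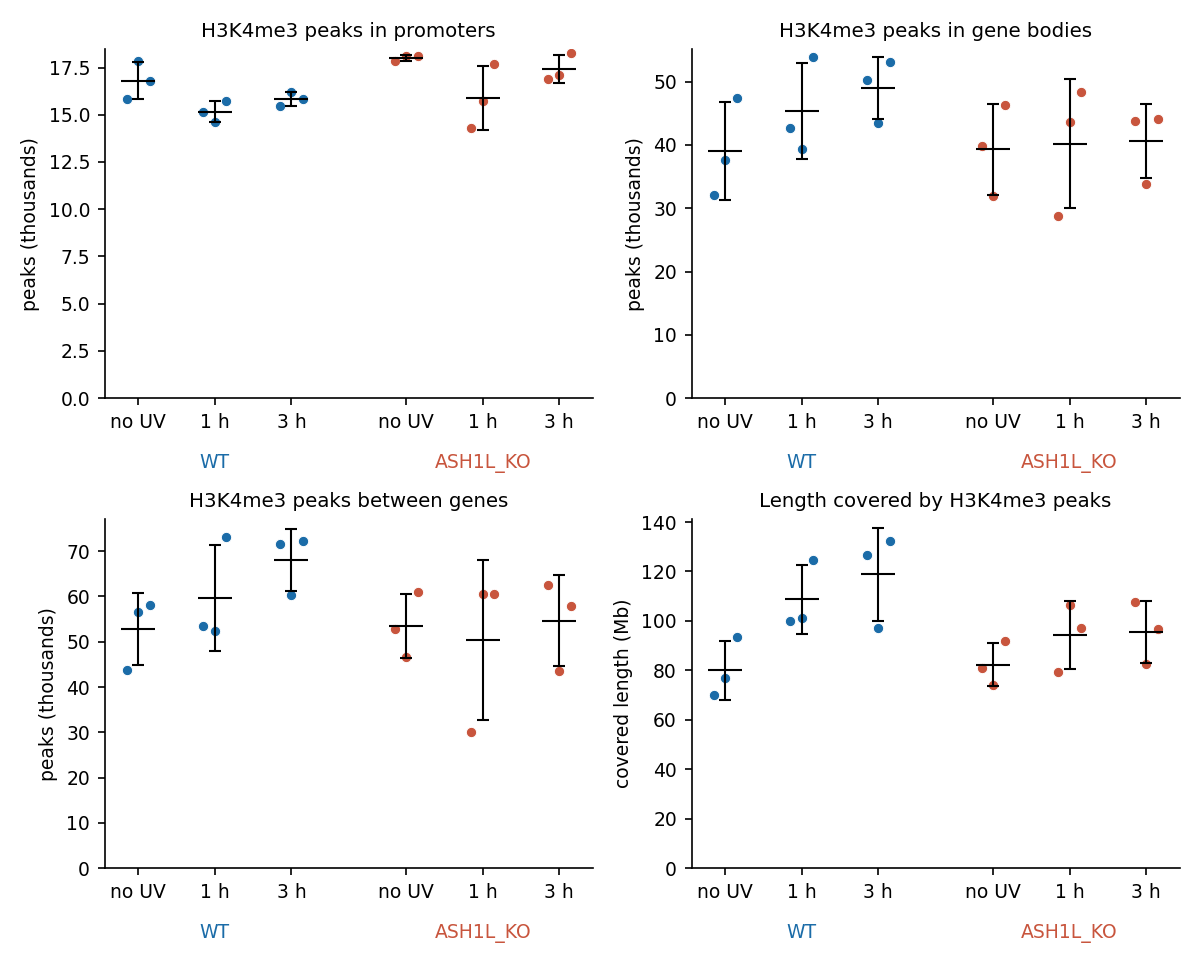
Number of H3K4me3 peaks per library (units of 1000) in promoters, gene bodies and intergenic DNA, and length covered by peaks in Mb, in WT and ASH1L–/– cells by time after UV (points are libraries, lines are mean ± SD, n = 3). Intergenic peaks averaged 52820 and 68085 in WT cells without UV and at 3 h, and 53489 and 54660 in ASH1L–/– cells.

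In exact permutation tests (two-sided, 6 irradiated against 3 unirradiated libraries) the log2 change of intergenic peaks was 0.27 in WT cells (p = 0.155) and −0.06 in ASH1L–/– cells (p = 0.893), and the difference of these changes was 0.34 (p = 0.212). For gene bodies the values were 0.28 (exact p = 0.131), 0.03 (p = 0.869) and 0.25 (p = 0.344). With the replicate number as a block the WT gene body change had an unadjusted permutation p under 0.05, as given under the processing. For all peaks they were 0.22 (exact p = 0.190), −0.03 (p = 0.905) and 0.25 (p = 0.251). For promoters they were −0.12 (exact p = 0.0476), −0.12 (p = 0.167) and −0.00 (p = 0.994). Over these 12 tests the smallest adjusted p was 0.424. A single irradiated time, 3 libraries against 3, cannot give an exact p under 0.1. Among peaks with a fold enrichment of at least 5, the changes of all and of intergenic peaks in ASH1L–/– cells turned positive (0.31 and 0.59, exact p = 0.0357 and 0.0119), and those in gene bodies and intergenic DNA of WT cells were 0.99 and 1.02 (exact p = 0.0119 each, and 0.0119 for the 0.40 of all WT peaks). With a −log10 q of at least 1.3 the intergenic change in WT cells was 0.41 (exact p = 0.0476). The DNA covered by peaks in irradiated over unirradiated WT cells had a ratio of 1.60 in intergenic DNA and 1.60 in gene bodies (exact p = 0.0238 and 0.0357), against 1.09 and 1.22 in ASH1L–/– cells (p = 0.667 and 0.167). The difference of these changes between genotypes did not pass (log2 0.55 and 0.40, permutation p = 0.072 and 0.193). The covered length of promoters had ratios of 1.17 and 1.14 in WT and ASH1L–/– cells (exact p = 0.0238 and 0.0119). The median peak in WT cells measured 377 ± 9.71 bp without UV, 474 ± 9.07 bp at 1 h and 485 ± 53.2 bp at 3 h. Its log2 change differed by 0.19 between genotypes (permutation p = 0.0495). These tests belong to a family of 21 that was chosen after the counts were seen, in which every adjusted p was at least 0.1.

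Counting a change at either time, regions that gained H3K4me3 after UV outnumbered regions that lost it in both genotypes, and by more in WT cells. Of 282418 merged regions, 44434 were gained and 10057 lost in WT cells (26607 gained at 1 h and 35605 at 3 h). In ASH1L–/– cells 29464 were gained and 19043 lost. Of the regions gained in WT cells, 58.4% were intergenic, 39.4% lay in gene bodies and 2.2% in promoters. Of the regions lost in WT cells, 64.3% were intergenic, 34.6% lay in gene bodies and 1.1% in promoters. Promoters made up 5.7% of all merged regions. Their share was 20.7% of the 62743 regions present in unirradiated WT cells, a set from which gained regions are excluded by the rule. The genotypes shared 9987 gained regions. The other 34447 regions gained in WT cells were covered over 456 bp on average, and 67.6% of them held a peak in at least 1 ASH1L–/– library. The regions gained in WT cells included 6919 that were lost in ASH1L–/– cells. Exchanging libraries between times gave as many gained regions in 2 of 100 arrangements for WT cells and in 12 of 100 for ASH1L–/– cells. For gains minus losses the numbers were 3 of 100 for WT (34377, highest other 37124) and 24 of 100 for ASH1L–/– cells (10421, highest other 31988). Limited to an equal number of peaks per library, WT cells gained 23127 regions and ASH1L–/– cells 20395.

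**Figure D2:**
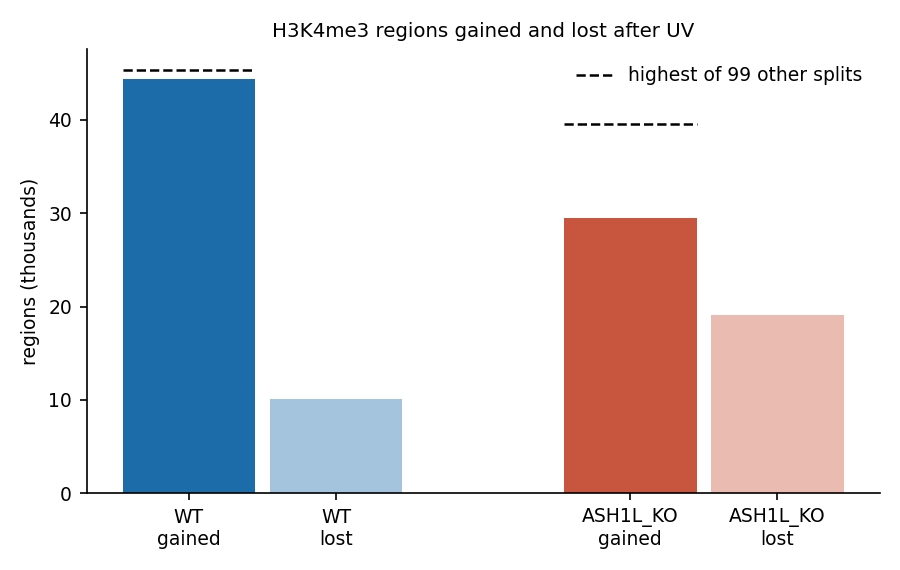
Number of merged H3K4me3 regions (units of 1000) gained (dark bars) and lost (pale bars) after UV in WT and ASH1L–/– cells, with the highest number gained in other splits of the libraries (dashed lines). WT cells gained 44434 regions and lost 10057, and ASH1L–/– cells gained 29464 and lost 19043.

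Under a strict rule, 321 regions held a peak in all 6 irradiated WT libraries and in none of the unirradiated WT or irradiated ASH1L–/– libraries, against 69 regions in the mirrored case. The longest lay in the body of TSNARE1, a gene for a SNARE domain protein (chromosome 8, 142392754 to 142395863), with 2321 ± 561 bp covered (mean ± SD over 6 irradiated WT libraries). A second region on chromosome 8 (142186254 to 142189525, 1383 ± 1046 bp) was intergenic. A promoter region of 1634 ± 907 bp (chromosome 11, 31816507 to 31820069), 0.122 kb from the start site of ENSG00000285283, overlapped exons of PAX6, a transcription factor gene of eye development, and of the long noncoding RNA PAUPAR. Other promoter regions were found at POM121L12 (chromosome 7, 53035320 to 53037025, 1284 ± 240 bp) and at SLC6A3, which codes for the dopamine transporter (chromosome 5, 1440605 to 1443480, 1247 ± 791 bp). Regions in LOXL1, a lysyl oxidase gene (chromosome 15, 73941396 to 73943707), and in the long noncoding RNA gene ERRFI1-DT (chromosome 1, 8041080 to 8044132) covered 1278 ± 750 bp and 1457 ± 792 bp. An intergenic region on chromosome 22 (48304668 to 48307953, 1723 ± 847 bp) lay 182 kb from TAFA5. A region between genes on chromosome 13 (112251888 to 112254564, 1545 ± 729 bp, 122 kb from SPACA7) and another at an exon of SMOC1, a matrix protein gene (chromosome 14, 70031340 to 70034006, 1415 ± 572 bp), lay in bins of 5 Mb where XPC lists of ASH1L–/– cells covered less than those of WT cells (log2 difference −2.31 and −1.04). The bins of the POM121L12 and SLC6A3 regions had log2 differences of −0.961 and −0.907. The SMOC1 region held a peak in all 3 unirradiated ASH1L–/– libraries.

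The promoters of NR4A1, EGR2 and CXCL8, from the early response and inflammatory lists, gained H3K4me3 coverage in irradiated WT cells. Neither list was called (camera adjusted p = 0.714 and 0.937). The inflammatory list was called above other genes with covered length scaled (adjusted p = 0.00320, and 0.905 with an estimated correlation). Coverage of the 4 kb promoter of NR4A1, which codes for an orphan nuclear receptor (chromosome 12, 52049442 to 52053442), rose from 1.58 ± 0.113 kb to 3.40 ± 0.0490 kb at 1 h and 3.41 ± 0.0533 kb at 3 h (mean ± SD, n = 3 each). EGR2, an early growth response factor gene (chromosome 10, 62814366 to 62818366), rose by 1.47 ± 0.160 kb and CXCL8, which codes for interleukin 8 (chromosome 4, 73738569 to 73742569), by 1.47 ± 0.136 kb (± SE). CYP1B1, a cytochrome P450 gene (chromosome 2, 38074151 to 38078151), rose most, by 2.01 ± 0.243 kb. The homeobox gene NKX2-6 (chromosome 8, 23704756 to 23708756) rose by 1.98 ± 0.0965 kb, from 0.152 ± 0.264 kb to 2.42 ± 0.163 kb at 3 h.

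The other large increases were at KRTAP12-3 (2.0 kb), ENSG00000284969 (1.84 kb), NPAP1 (1.76 kb), the retinol dehydrogenase gene RDH5 (1.72 kb), the phospholipase gene PLA2G4E (1.69 kb), the cystatin gene CST5 (1.66 kb) and the ficolin gene FCN1 (1.64 kb). Promoters of the dopamine receptor gene DRD3, the pyruvate carboxylase gene PC, HLA-DRA and the amino acid transporter gene SLC36A4 fell by 0.451, 0.296, 0.278 and 0.240 kb. Among 14740 promoters tested with limma, 4494 rose and these 4 fell after irradiation of WT cells (median change of all promoters 0.203 kb, adjusted p for the named genes 1.77e-08 to 0.0488). Covered length rose as a whole, and with lengths scaled to an equal total per library 390 promoters rose and 7706 fell, with a median of all genes of −0.615 kb. Leaving out single libraries gave 915 to 6753 promoters, with 915 without unirradiated WT replicate 2 and 2638 without replicate 1. Fewer promoters than 4498 also passed with a fold enrichment of at least 5 or a 1 kb window, as given under the processing. With peaks of a fold enrichment of at least 5 the change turned direction at EGR2 (−0.804 kb), PC (0.167 kb) and SLC36A4 (0.0380 kb).

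By gene list, the promoters of 12 of 28 immediate early and stress genes rose in irradiated WT cells (14 adjusted over the list alone), with NR4A1 and EGR2 the largest. NF-κB and inflammatory genes rose at 5 of 21 (4 adjusted over the list alone), such as CXCL8 and the cytokine gene CSF2 (0.819 kb). Of 27 p53 targets 13 rose (13 adjusted over the list alone), among them the stress gene GADD45A (0.615 kb) and the mitochondrial quality gene SPATA18 (0.529 kb). Nucleotide excision repair genes rose at 4 of 34 promoters (2 adjusted over the list alone), including the polymerase gene POLD1 (0.571 kb) and DDB1, part of the damage sensor (0.529 kb). Of 26 genes for histone methyltransferases, demethylases and FACT, 5 rose (3 adjusted over the list alone), with the H3K4 methyltransferase gene KMT2C (0.748 kb) and its partner WDR5 (0.576 kb). With covered length scaled, which moved the median of all genes to −0.615 kb, GADD45A, POLD1, DDB1, KMT2C and WDR5 turned negative (−0.433, −0.203, −0.543, −0.0220 and −0.522 kb). None of these named genes passed as falling, and all lay above that median. By list, 20 of 28 immediate early, 17 of 27 p53, 27 of 34 repair and 21 of 26 histone methyltransferase promoters fell with scaling. With it, 1 immediate early and 1 p53 promoter rose, and of 21 inflammatory promoters 4 fell and 2 rose.

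Promoters of 16 of 29 HOX genes, which pattern the body axis, rose in irradiated WT cells (16 adjusted over the list alone), including HOXC4 (0.626 kb) and HOXC9 (0.511 kb), and 14 fell with covered length scaled. Of 55 developmental transcription factor genes 22 rose (22 adjusted over the list alone), such as GATA6 (0.751 kb) and LHX9 (0.663 kb), and with scaling 5 rose and 14 fell. Ribosomal protein genes rose at 15 of 74 promoters (13 adjusted over the list alone), including RPL5 (0.429 kb) and RPL13A (0.390 kb), and 69 fell with scaling. Replication and cell cycle genes rose at 11 of 41 (11 adjusted over the list alone), including MCM10 (0.561 kb) and the kinase gene WEE1 (0.467 kb), and 35 fell with scaling. Of 22 mesenchymal and osteoblast genes 3 rose (0 adjusted over the list alone), with the transcription factors PRRX1 (0.264 kb) and TWIST2 (0.224 kb), both of which fell with scaling (−0.843 and −0.618 kb). Neuronal genes rose at 6 of 21 (6 adjusted over the list alone), such as SYP (0.584 kb) and SLC32A1 (0.527 kb), and 8 fell with scaling. Epithelial and keratinocyte genes rose at 5 of 15 (5 adjusted over the list alone), such as the desmosome gene DSC3 (1.03 kb) and the laminin gene LAMB3 (0.634 kb), and 4 fell with scaling. The macrophage gene CD68 (0.650 kb) rose among 4 blood cell genes (1 adjusted over the list alone), and 0 of 5 hepatocyte and gut genes did (0 adjusted over the list alone). With scaling HOXC4, HOXC9, LHX9, RPL5 and RPL13A turned to −0.333, −0.803, −0.147, −0.418 and −0.469 kb. MCM10, WEE1, SLC32A1 and LAMB3 turned to −0.265, −0.560, −0.239 and −0.411 kb. None of these genes from HOXC4 to LAMB3 passed as falling.

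No list was called in WT cells in camera tests, which compare a list with all other genes (14 lists, smallest adjusted p = 0.560). Scaled, 7 lists were called. Inflammatory (adjusted p = 0.00320), developmental (0.00320), blood cell (0.00619) and epithelial genes (0.00309) lay above other genes, and histone methyltransferase (0.0195), ribosomal (0.000260) and replication genes (0.00466) below. With an estimated correlation these adjusted p were 0.484 for blood cell and epithelial genes and 0.905 for the others. Without scaling 8 lists were given the direction down although their median and mean were positive. These were excision repair, histone methyltransferase, mesenchymal, ribosomal, neuronal, blood cell, hepatocyte and epithelial genes. Promoters of genes fixed in advance did not pass. The differences were 0.207 kb for MORF4L1, which codes for MRG15 (adjusted p = 0.151, limma), 0.122 kb and 0.112 kb for SUPT16H and SSRP1, the genes of FACT (adjusted p = 0.301 and 0.0838), 0.167 kb for XPC (adjusted p = 0.267) and 0.0653 kb for the damage sensor DDB2 (adjusted p = 0.579). All 5 were negative with covered length scaled, by −0.638 to −0.978 kb, and all 5 then passed as falling (adjusted p = 0.0138 to 0.0325, limma).

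**Figure D3:**
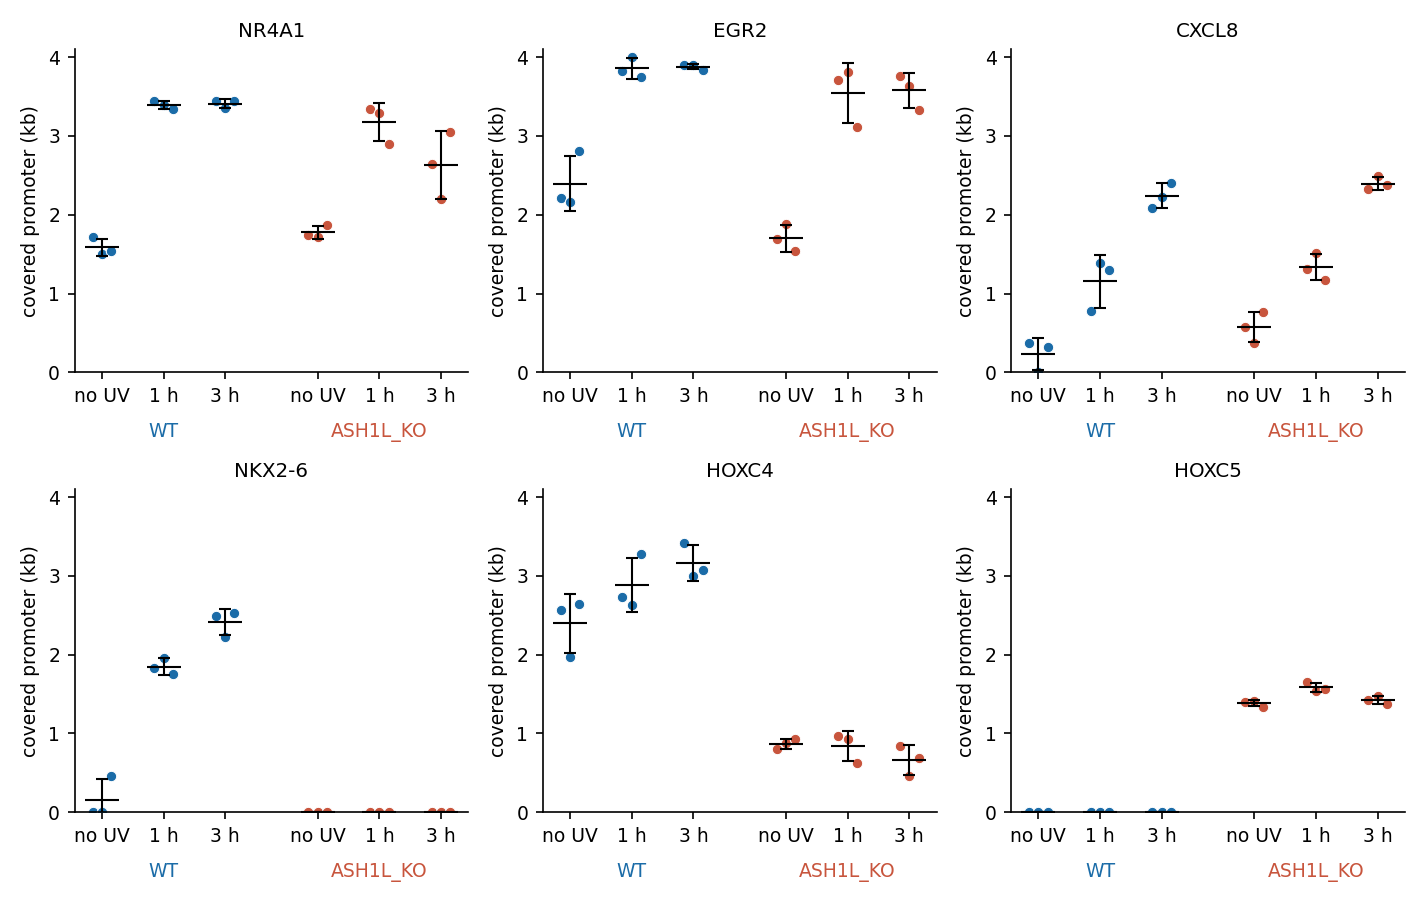
Kilobases of the 4 kb promoter covered by H3K4me3 peaks at NR4A1, EGR2, CXCL8, NKX2-6, HOXC4 and HOXC5 in WT and ASH1L–/– cells by time after UV (points are libraries, lines are mean ± SD, n = 3). CXCL8 reached 2.24 kb at 3 h in WT and 2.40 kb in ASH1L–/– cells, NKX2-6 2.42 kb and 0 kb, and the change of HOXC4 in WT cells turned from 0.626 to −0.333 kb with covered length scaled.

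The same 3 promoters rose in irradiated ASH1L–/– cells, again without a call for the early response and inflammatory lists (camera adjusted p = 0.666 and 0.169). Scaling gave a call for the inflammatory list above other genes here too (adjusted p = 0.000348, and 0.948 with an estimated correlation). EGR2 rose by 1.86 ± 0.160 kb, CXCL8 by 1.29 ± 0.136 kb and NR4A1 by 1.13 ± 0.138 kb (± SE). The damage sensor gene DDB2 rose by 0.53 ± 0.0968 kb, from 2.56 ± 0.239 kb to 3.12 ± 0.0541 kb at 1 h (mean ± SD, n = 3). The largest increases were at ZNF404 (2.06 kb), the actin-binding gene SVIL (1.98 kb), USP54 (1.75 kb), the tight junction gene OCLN (1.67 kb, chromosome 5, 69490790 to 69494790), AK4P3 (1.61 kb), C19orf18 (1.55 kb), LDLRAD4 (1.52 kb), ZFP69 (1.5 kb) and the cadherin gene CDH11 (1.41 kb). Decreases were at the cytokine gene IL36G (−1.38 kb), PRSS3 (−1.07 kb), the glycine receptor gene GLRA1 (−1.06 kb), ZNF132 (−1.03 kb), KCNA10 (−0.935 kb), TSSK1B (−0.892 kb), SIGLEC12 (−0.853 kb), KRTAP5-9 (−0.692 kb), CD207 (−0.676 kb) and SIGLEC6 (−0.661 kb). With limma 3537 promoters rose and 38 fell (median change 0.174 kb, adjusted p for the named genes 1.66e-05 to 0.0419), and with covered length scaled 107 rose and 40 fell. Leaving out unirradiated ASH1L–/– replicate 2 left 1210. Of the promoters that rose in WT cells, 1274 also rose without ASH1L, where 1078 would do so by chance, with r = 0.176 between the changes of all genes.

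In irradiated ASH1L–/– cells, nucleotide excision repair promoters rose at 15 of 34 genes (16 adjusted over the list alone), such as RBX1, part of a ubiquitin ligase (0.616 kb), and XRCC1 (0.579 kb). NF-κB and inflammatory genes rose at 9 of 21 (13 adjusted over the list alone), among them CXCL8 and BIRC3 (0.632 kb). Histone methyltransferase genes rose at 9 of 26 (9 adjusted over the list alone), with KMT2C (0.668 kb) and RBBP5 (0.442 kb). p53 targets rose at 6 of 27 (5 adjusted over the list alone), and the examples TRIAP1 (0.395 kb) and the lesion bypass polymerase gene POLH (0.312 kb) turned to −0.0367 and −0.214 kb with scaling. Of 28 immediate early genes 4 rose (3 adjusted over the list alone), and of 55 developmental transcription factor genes 15 rose (17 adjusted over the list alone), such as OTX1 (0.632 kb) and SIX2 (0.611 kb).

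In irradiated ASH1L–/– cells ribosomal genes rose at 18 of 74 (18 adjusted over the list alone), with RPS15A (0.961 kb) and RPL32 (0.462 kb), and replication genes at 7 of 41 (7 adjusted over the list alone), with MCM10 (0.807 kb) and CDC20 (0.532 kb). With a fold enrichment of at least 5 CDC20 and TRIAP1 turned to −0.119 and −0.162 kb. Mesenchymal genes rose at 3 of 22 (1 adjusted over the list alone), with CDH11 and the bone matrix gene SPP1 (0.455 kb). Neuronal genes rose at 4 of 21 (3 adjusted over the list alone), with RBFOX3 (0.778 kb) and SLC17A7 (0.487 kb), and epithelial genes at 2 of 15 (2 adjusted over the list alone), EPCAM (0.480 kb) and KRT8 (0.337 kb). Blood cell and hepatocyte genes rose at 0 of 4 and 0 of 5 (0 adjusted over the list alone in each). HOX promoters rose at 0 of 29 (0 adjusted over the list alone), and camera placed them below other genes (adjusted p = 0.0142), although their median of 0.0773 kb and mean of 0.0638 kb were positive. With an estimated correlation the HOX adjusted p was 0.780, and with covered length scaled the HOX median turned to −0.259 kb, against −0.140 kb for all genes, and the adjusted p was 0.0712. Scaling also gave calls for blood cell genes (above other genes, adjusted p = 0.00852, and 0.435 with an estimated correlation) and for ribosomal and replication genes (below, adjusted p = 0.00852 and 0.0469, and 0.948 for each with an estimated correlation). Directions down with positive medians were also given to p53, immediate early, developmental, mesenchymal, neuronal, blood cell, hepatocyte and epithelial genes. With scaling 0 members of any list fell, and 1 immediate early, 2 NF-κB, 1 neuronal and 1 blood cell gene rose. MORF4L1 (0.0973 kb, adjusted p = 0.520, limma), SUPT16H (0.15 kb, 0.241), SSRP1 (0.0242 kb, 0.726) and XPC (0.199 kb, 0.221) did not pass, and all 4 turned negative with scaling. XPC was also negative with a 1 kb window (−0.0732 kb, adjusted p = 0.0390, limma) and with a fold enrichment of at least 5 (−0.161 kb).

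The UV response differed between the genotypes at a small set of promoters. NKX2-6 showed a difference of 1.98 ± 0.137 kb (± SE) and had no peak in any ASH1L–/– library. SIGLEC6, which codes for a sialic acid receptor (chromosome 19, 51529670 to 51533670), rose from 0.57 ± 0.123 kb to 2.30 ± 0.232 kb at 3 h in WT cells and fell from 1.2 ± 0.14 kb to 0.268 ± 0.464 kb in ASH1L–/– cells. The largest differences in this direction were at the cardiac gene C10orf71 (2.52 kb), SIGLEC6 (2.28 kb), PLA2G4E (2.26 kb), the hair keratin partner gene KRTAP10-9 (2.09 kb), SIGLEC12 (2.04 kb), ZNF132 (2.02 kb), the trypsin gene PRSS3 (1.97 kb), NPAP1 (1.96 kb) and ENSG00000268083 (1.94 kb). The opposite direction was seen at OCLN (−1.55 kb), GREB1L (−1.26 kb), CDH11 (−1.17 kb), NECAP1 (−0.856 kb), ZNF266 (−0.839 kb), CARD16 (−0.720 kb), MRPS36 (−0.719 kb), TMEM229A (−0.686 kb), SNX3 (−0.685 kb) and XKR4 (−0.669 kb). OCLN, GREB1L and CDH11 were also lower in unirradiated ASH1L–/– cells, and the same 6 unirradiated libraries enter both comparisons. CDH11 filled 3.73 ± 0.297 kb of its 4 kb window in unirradiated WT cells, so little further increase could be recorded there. KRTAP10-9 lies in a segment of chromosome 21 (40 to 46.7 Mb) where XPC lists of ASH1L–/– cells covered 0.0625 of the share of WT lists. Whether copy number gives its difference was not tested.

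In this difference of UV changes 127 promoters were higher in WT and 28 in ASH1L–/– cells (limma, 1846 at unadjusted p < 0.05, adjusted p for the named genes 2.94e-06 to 0.0481). Scaled, the median of all genes was −0.495 kb and the numbers were 89 and 49. Leaving out single libraries gave 44 to 381 promoters, and a fold enrichment of at least 5 gave 338, with OCLN, CDH11, CARD16 and TMEM229A turned to positive values. Among the lists, HOXB13 (0.475 kb) passed for 1 of 29 HOX genes (2 adjusted over the list alone), LHX9 (0.682 kb) for 1 of 55 developmental genes (3 adjusted over the list alone), LAMB3 (0.935 kb) for 1 of 15 epithelial genes (2 adjusted over the list alone) and CDH11 in the opposite direction for 1 of 22 mesenchymal genes (1 adjusted over the list alone). LHX9 was covered over nearly all of its window in ASH1L–/– cells (3.97 ± 0.0572 kb without UV), which left no room for an increase. Of 21 neuronal genes 0 passed (1 adjusted over the list alone), and 0 passed in each of the other 9 lists (0 adjusted over the list alone).

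As a list, HOX genes had a higher UV change in WT than in ASH1L–/– cells (median 0.15 kb, camera adjusted p = 0.0108, and 0.909 with an estimated correlation), and with covered length scaled the median turned to −0.290 kb, still above the −0.495 kb of all genes (adjusted p = 0.121). Nucleotide excision repair genes had a lower UV change in WT cells (median −0.0781 kb, adjusted p = 0.0230, and 0.909 with an estimated correlation), a call that was lost with covered length scaled (adjusted p = 0.0762). Signs disagreed for NF-κB genes (median −0.0673 kb, mean 0.00472 kb), for mesenchymal genes (median 0.0433 kb, mean 0.000409 kb, test down), for ribosomal genes (median 0.00175 kb, mean −0.00247 kb) and for replication genes (median and mean 0.0127 kb, test down).

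Without UV, ASH1L–/– and WT cells already differed at single promoters, among them HOXC5, HOXC4, LHX9 and the tight junction gene OCLN. HOXC5 (chromosome 12, 54031050 to 54035050) carried 1.38 ± 0.0410 kb in ASH1L–/– and 0 kb in all WT libraries, while its neighbour HOXC4 (chromosome 12, 54051835 to 54055835) carried 0.871 ± 0.0636 kb and 2.40 ± 0.371 kb (mean ± SD, n = 3 each). The homeobox gene LHX9 was higher in ASH1L–/– cells by 1.93 ± 0.110 kb (± SE), and OCLN was lower by −2.15 ± 0.234 kb. Large positive differences were at C1QTNF12 (2.94 kb), LRRC17 (2.33 kb), the overlapping genes HSPB2 and HSPB2-C11orf52 (2.33 kb), the myosin gene MYO10 (2.30 kb), the histone genes H2BC8 and H2AC8, which share a window (2.24 and 2.2 kb), and SOSTDC1 (2.04 kb). Of all 48 histone promoters 2 were higher and 6 lower (adjusted p = 0.0123 for the lower ones by rotation, a test chosen later), and with covered length scaled 2 and 2. The largest negative ones were at OCLN, ITGBL1 (−2.06 kb), the mucin gene MUC4 (−2.05 kb), the signalling gene WNT9A (−1.88 kb), ZNF718 (−1.72 kb), LTBP2 (−1.71 kb), CDH11 (−1.54 kb), HOXC4 (−1.52 kb), GREB1L (−1.44 kb) and EGFLAM (−1.38 kb). With limma 424 promoters were higher and 163 lower in ASH1L–/– cells (adjusted p for the named genes 4.71e-09 to 0.0467), and with covered length scaled 126 and 143. Leaving out single libraries gave 297 to 1169 in total.

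Of 29 HOX genes 4 were higher and 2 lower in unirradiated ASH1L–/– cells (6 and 3 adjusted over the list alone), and of 55 developmental genes 3 were higher and 1 lower (3 and 2 adjusted over the list alone). Epithelial genes were lower at 3 of 15 (3 adjusted over the list alone), including CLDN4 (−1.19 kb) and KRT8 (−0.811 kb). Mesenchymal genes were higher at 1 of 22, the collagen gene COL3A1 (1.51 kb), and lower at CDH11 (2 and 1 adjusted over the list alone). GDF15 (1.2 kb) was higher among 27 p53 targets (1 adjusted over the list alone), ELAVL4 (0.561 kb) among 21 neuronal genes (4 higher and 1 lower adjusted over the list alone), CHEK2 and CDT1 (0.607 and 0.314 kb, CDT1 at −0.0677 kb with a 1 kb window and −1.44 kb with a fold enrichment of at least 5) among 41 replication genes (2 adjusted over the list alone). Ribosomal genes were higher at 2 of 74 (0 adjusted over the list alone), including RPS27A (0.230 kb). The endonuclease gene ERCC5 (−0.457 kb) was lower among 34 repair genes (1 adjusted over the list alone), and EGR2 (−0.695 kb) among 28 immediate early genes (1 adjusted over the list alone). NF-κB, histone methyltransferase, blood cell and hepatocyte lists had 0 calls. Immediate early genes were lower as a list (median −0.0542 kb, camera adjusted p = 0.0379, and 0.905 with an estimated correlation). Scaled, that adjusted p was 0.151, and epithelial genes were called lower (adjusted p = 0.0134, and 0.752 with an estimated correlation). Repair genes had a median of −0.00483 kb and a mean of 0.0255 kb, and p53, NF-κB, mesenchymal and ribosomal genes had positive medians with a test direction down.

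Over the 3 times together, 2154 promoters were higher and 1579 lower in ASH1L–/– cells (limma, 14740 tested). Histone gene H2BC8 (2.97 ± 0.135 kb ± SE, chromosome 6, 26214688 to 26218688) and the interferon-induced gene IFI44 (1.93 ± 0.0666 kb) were higher, as were H2AC8 (2.90 kb), C1QTNF12 (2.83 kb), SOSTDC1 (2.43 kb), LRRC17 (2.38 kb), MYO10 (2.3 kb), HSPB2 and HSPB2-C11orf52 (1.93 kb) and TRAK1 (1.87 kb). MUC4 (−3.08 ± 0.168 kb, chromosome 3, 195809929 to 195813929), ITGBL1 (−2.37 kb), HOXC4 (−2.02 kb), WNT9A (−1.81 kb), LTBP2 (−1.64 kb) and the KRTAP genes 10-5, 12-3, 12-2, 10-9 and 12-4 on chromosome 21 (−2.37, −1.86, −1.79, −1.76 and −1.62 kb) were lower. The KRTAP genes lie in the segment of chromosome 21 given above for KRTAP10-9 (XPC ratio 0.0625). The adjusted p of the named genes ran from 4.20e-13 to 0.0485, and with covered length scaled 1867 promoters were higher and 451 lower, with a median of all genes of 0.282 kb.

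Immediate early genes were lower in ASH1L–/– cells over the 3 times at 12 of 28 promoters and higher at 0 (14 lower adjusted over the list alone), including EGR2 (−0.437 kb) and NR4A1 (−0.268 kb). The immediate early list was called as well (median −0.133 kb, camera adjusted p = 3.99e-05, and 0.418 with an estimated correlation). With covered length scaled 0 of them passed, and the median turned to 0.167 kb and NR4A1 to 0.0859 kb, against 0.282 kb for all genes (list adjusted p = 0.395). Epithelial genes were lower at 6 of 15 (7 adjusted over the list alone), including CLDN4 (−1.35 kb) and KRT8 (−0.760 kb). The epithelial list was lower too (median −0.172 kb, adjusted p = 0.000727, and 0.177 with an estimated correlation). Developmental genes were lower at 16 of 55 and higher at 5 (17 and 5 adjusted over the list alone), with LHX9 (1.47 kb) higher. The developmental list was lower (median −0.0952 kb, adjusted p = 0.00181, and 0.862 with an estimated correlation). Scaled, its median turned to 0.0837 kb but stayed below the 0.282 kb of all genes, with an adjusted p of 0.000139 (0.987 with an estimated correlation). Hepatocyte and gut genes were lower at 2 of 5 (2 adjusted over the list alone), SERPINA1 (−0.646 kb) and LGR5 (−0.187 kb, 0.112 kb scaled and 0.00278 kb with a 1 kb window), with a list adjusted p of 0.0472, and 0.349 with an estimated correlation. Scaled, the hepatocyte, epithelial and blood cell lists were called below other genes (adjusted p = 0.00451, 2.29e-07 and 0.00613, and 0.233, 0.105 and 0.220 with an estimated correlation).

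Repair genes were higher at 8 of 34 and lower at 2 (8 and 2 adjusted over the list alone), including XPC (0.491 kb, adjusted p = 0.000632, limma) and the helicase gene ERCC2 (0.586 kb), and both turned to −0.0350 kb and −0.0347 kb with a 1 kb window. Among 29 HOX genes 5 were higher and 3 lower (5 and 4 adjusted over the list alone), with HOXC5 at 1.47 kb. Among 27 p53 targets 3 were higher and 3 lower (3 and 3 adjusted over the list alone), with GDF15 (1.46 kb) and TRIAP1 (0.408 kb), and the median of −0.0362 kb and mean of 0.00621 kb differed in sign. NF-κB genes were higher at 2 of 21 and lower at 1 (2 and 1 adjusted over the list alone), IFIT1 (0.378 kb) and IL11 (−0.506 kb) being the largest. Mesenchymal genes were higher at 5 of 22 and lower at 2 (5 and 2 adjusted over the list alone), with COL3A1 (1.46 kb) and CDH11 (−0.757 kb), a median of −0.0294 kb and a mean of 0.0570 kb. Histone methyltransferase genes were higher at 2 of 26 and lower at 2 (2 and 0 adjusted over the list alone), with DPY30 (0.235 kb) and CXXC1 (−0.215 kb, scaled 0.0427 kb).

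Ribosomal genes were higher at 8 of 74 and lower at 2 (4 and 0 adjusted over the list alone), with RPS15A (0.322 kb) and RPS18 (0.269 kb). Replication genes were higher at 7 of 41 and lower at 1 (7 and 1 adjusted over the list alone), with MCM3 (0.325 kb) and CHEK2 (0.322 kb), which turned to −0.0682 and −0.00200 kb with a 1 kb window, and CHEK2 to −0.445 kb with a fold enrichment of at least 5. Neuronal genes were higher at 4 of 21 and lower at 4 (7 and 4 adjusted over the list alone), with ELAVL4 (0.531 kb) and RBFOX3 (−0.473 kb). Among 4 blood cell genes CD8A (−0.287 kb) was lower (1 adjusted over the list alone).

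Among gene bodies that passed, covered length mostly rose after UV in both genotypes, which need not mean more H3K4me3. The body of TRAPPC9, a gene for a vesicle transport protein (chromosome 8, window of 728 kb), carried 72.7 ± 3.58 kb of peaks in unirradiated WT cells and 217 ± 36.2 kb at 3 h, and 96.4 ± 16 kb and 44.7 ± 16.5 kb in ASH1L–/– cells (mean ± SD, n = 3 each). The postsynaptic scaffold gene SHANK2 (chromosome 11) rose by 80.2 ± 10.7 kb in WT cells (± SE). The potassium channel gene KCNK9 (chromosome 8) fell by 23.7 ± 3.71 kb in ASH1L–/– cells. In WT cells PTPRN2 (59.2 kb), TCERG1L (55.0 kb), ADAMTS2 (53.6 kb), the DNA repair gene MGMT (50.7 kb), TSNARE1 (46.1 kb), the calcium channel gene CACNA1B (45.1 kb), OCA2 (41.5 kb) and RIMBP2 (41.0 kb) also rose. PCNX4 (−2.51 kb), ENSG00000272921 (−0.990 kb), RTRAF (−0.781 kb), ADAMTS5 (−0.682 kb), YAE1 (−0.499 kb), GCFC2 (−0.460 kb), SKIC8 (−0.370 kb), EIF5B (−0.365 kb) and CCL15-CCL14 (−0.260 kb) fell.

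Zinc finger genes made up 8 of the 10 largest increases in gene bodies of irradiated ASH1L–/– cells. ZNF721 on chromosome 4 rose by 20.4 ± 4.85 kb and ZNF345 on chromosome 19 by 19.4 ± 4.90 kb (± SE), with ZNF670-ZNF695 (21.2 kb), ZNF850 (16.9 kb), ZNF569 (16.7 kb), ZNF544 (14.9 kb), ZNF529 (13.6 kb), ZNF461 (13.2 kb), ENSG00000291239 (37.1 kb) and ENSG00000283515 (21.5 kb). As a family tested after these values were seen, 144 of 439 zinc finger gene bodies rose in ASH1L–/– cells (32.8% against 7.30% of other genes, adjusted p = 0.00193 by rotation of the gene order over 58 tests, 147 with covered length scaled). In WT cells 142 rose (adjusted p = 0.00193, 13 with covered length scaled). Genes that fell in ASH1L–/– cells included KCNK9, ADAMTS17 (−18.8 kb), FSTL4 (−18.4 kb), KCNQ3 (−17.4 kb), COL22A1 (−16.5 kb), KCND3 (−13.4 kb), TG (−12.5 kb), PCSK6 (−11.1 kb), ZFAT (−7.05 kb) and GML (−6.84 kb), of which KCNK9, KCNQ3, COL22A1, TG, ZFAT and GML lie on chromosome 8. Clustered protocadherin gene bodies rose at 22 of 41 in WT and 0 of 41 in ASH1L–/– cells. The difference passed at 20 (adjusted p = 0.00290 by rotation). With covered length scaled the counts were 0, 0 and 1. Overlapping bodies share peaks, which rotation does not correct.

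The UV change of gene bodies was higher in WT cells at 436 genes and higher in ASH1L–/– cells at 36 of 12396 (limma, 2014 at unadjusted p < 0.05, adjusted p for the named genes 0.000408 to 0.0480). Differences were largest at TRAPPC9 (157 ± 22.6 kb), SHANK2 (101 ± 15.1 kb), PTPRN2 (83.2 kb), TCERG1L (65.0 kb), ADAMTS2 (64.4 kb), the pigment gene OCA2 (64.1 kb), MGMT (60.1 kb), RIMBP2 (58.3 kb), KCNK9 (56.0 kb) and ADAMTS17 (53 kb). The opposite held at ZNF814 (−7.79 kb), ZNF587 (−3.19 kb), STRAP (−1.78 kb), NFXL1 (−1.71 kb), C6orf62 (−1.61 kb), ZNF888 (−1.55 kb), CEP97 (−1.47 kb), NUP35 (−1.42 kb), TM9SF3 (−1.39 kb) and RTRAF (−1.33 kb). In single genotypes 2359 bodies rose and 9 fell in WT cells (median 0.429 kb) and 1017 rose and 119 fell in ASH1L–/– cells (median 0.262 kb). With covered length scaled WT numbers were 401 and 46. Leaving out single libraries gave 492 to 3492 in total for WT, 225 to 1455 for ASH1L–/– cells and 190 to 774 for the difference. With the replicate number as a block more genes differed in UV change, as given under the processing. With a fold enrichment of at least 5, 203 genes differed in UV change, and PCNX4, RTRAF and EIF5B in WT and ADAMTS17 and KCNQ3 in ASH1L–/– cells turned positive.

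XPC peaks were weak in every list. Of 19 lists, 18 held at most 27 peaks with a −log10 q of at least 1.3, and 1 list of unirradiated WT cells held 11193. The promoter of CCDC196 (chromosome 14, 66484371 to 66488371) had the smallest p in WT cells, with 2.2 ± 0.621 kb under XPC peaks without UV (mean ± SD, n = 4) and 0.229 ± 0.397 kb at 1 h (n = 3), a difference of −1.95 ± 0.397 kb (± SE, adjusted p = 0.0916). TRMO (−2.69 kb), GPX2, a glutathione peroxidase gene (−2.20 kb), ENSG00000284393 (−1.81 kb) and COL28A1 (−1.37 kb) followed. In ASH1L–/– cells the smallest p values were those of HMHB1 (−1.64 ± 0.333 kb, adjusted p = 0.0918), OR51F1 (−1.2 kb), FGL2 (−2.01 kb), ZNF311 (−1.17 kb) and the ribosomal gene RPL34 (−2.35 kb, and 0.325 kb with the stricter 50% of each list). None of these passed. In limma tests of 18985 promoters 0 passed after UV in WT cells (1482 at unadjusted p < 0.05), 0 in ASH1L–/– cells (965) and 0 for the difference (293), where CCDC196, RCL1, SLC28A2, FGL2 and HAS1 had values of −2.09, −1.91, 2.43, 1.88 and 1.40 kb (adjusted p = 1.00 for each).

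The share of XPC peaks in promoters changed by a log2 of 0.18 after UV in WT cells (exact p = 0.371) and 0.12 in ASH1L–/– cells (p = 0.369), and differed by 0.05 between genotypes (p = 0.669, adjusted p 0.557, 0.557 and 0.669 over 3 tests). XPC peaks overlapped the 34447 regions that gained H3K4me3 in WT and not in ASH1L–/– cells more often than shifted copies of them. The ratio was 1.28 ± 0.214 in unirradiated WT lists (n = 4), 1.46 ± 0.262 at 1 h and 1.41 ± 0.0845 at 3 h (mean ± SD, n = 3 each), and 1.3 ± 0.11, 1.34 ± 0.0830 and 1.38 ± 0.0627 in ASH1L–/– lists. The change after UV did not pass in WT (log2 0.17, exact p = 0.252) or ASH1L–/– cells (log2 0.06, p = 0.357). At regions that lost H3K4me3 in WT cells irradiated WT lists had a ratio of 1.14 ± 0.0392, and at regions lost in ASH1L–/– cells 1.41 ± 0.191 (n = 6).

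**Figure D4:**
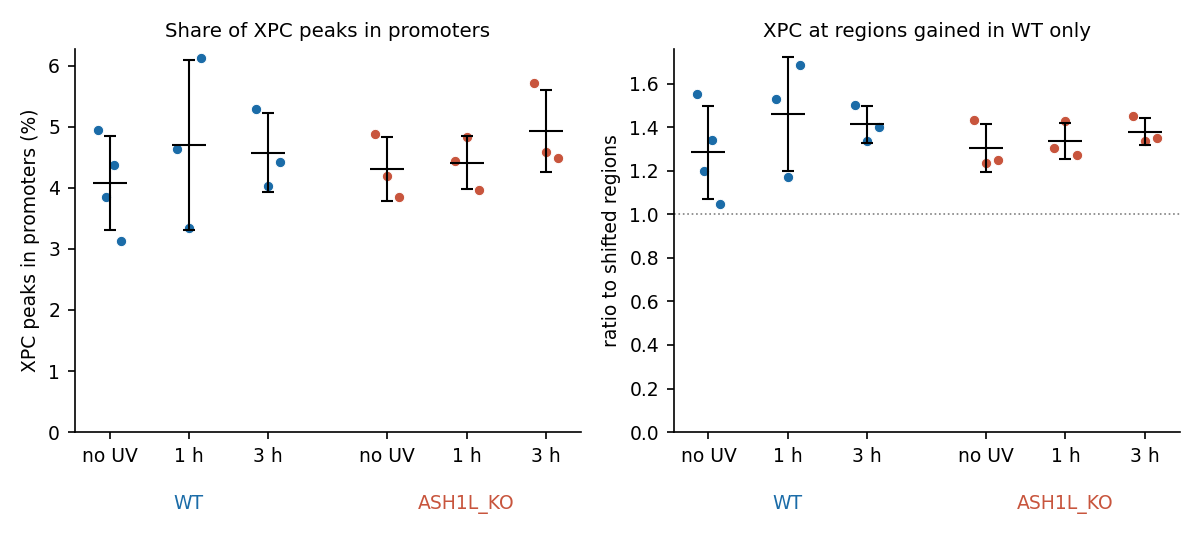
Percent of XPC peaks in promoters, and ratio of the overlap of XPC peaks with regions gained in WT and not in ASH1L–/– cells to the overlap with shifted regions, by genotype and time (points are libraries, lines are mean ± SD, n = 3, or 4 for unirradiated WT). The ratio was 1.28 in unirradiated and 1.46 in WT lists at 1 h, and 1.3 and 1.34 in ASH1L–/– lists.

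Between genotypes XPC coverage differed at 48 promoters over the 3 times. DNAJB6, a chaperone gene on chromosome 7 (157335004 to 157339004), was higher in ASH1L–/– cells by 3.02 ± 0.485 kb (± SE, adjusted p = 0.000432, limma), as were HILPDA (2.41 kb), AHCYL2 (2.2 kb), ADCK2 (2.22 kb) and TSPAN33 (2.19 kb) on the same chromosome. GABARAP (2.47 kb), ENSG00000262302 (2.30 kb), NLGN2 (2.2 kb), ENSG00000262526 (2.2 kb) and the epithelial list member CLDN7 (2.18 kb) on chromosome 17 and TNRC6A (2.3 kb) on chromosome 16 were higher too. PLEKHD1 on chromosome 14 (69482728 to 69486728) was lower by −2.37 ± 0.471 kb, with SMOC1 (−2.33 kb), GALNT16 (−2.33 kb), ZFP36L1 (−2.14 kb), RTN1 (−1.91 kb) and PLEKHG3 (−1.86 kb) on the same chromosome. The growth factor gene PDGFA (−2.01 kb), ZNF853 (−1.98 kb) and TTYH3 (−1.89 kb) on chromosome 7 and the recombination gene RAD52 (−1.97 kb) on chromosome 12 were lower. Of the 48 promoters 29 were higher and 19 lower (limma, 1493 at unadjusted p < 0.05), and exchanging libraries gave up to 1873. Leaving out single libraries gave 1 to 184, the stricter 50% of each list gave 1, and scaled covered length gave 385.

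Of the 48 promoters 33 lay in bins of 5 Mb where XPC coverage differed more than 2-fold between genotypes. Over 525 bins the log2 ratio of XPC coverage in ASH1L–/– to WT lists correlated between unirradiated and irradiated lists (r = 0.966) and with the ratio of H3K4me3 coverage (r = 0.612). XPC coverage in ASH1L–/– lists was 0.134 times that in WT lists on chromosome 6 from 135 to 170 Mb, 0.229 on chromosome 14 from 50 to 75 Mb, 0.234 on chromosome 7 from 0 to 20 Mb and 0.0625 on chromosome 21 from 40 Mb, and 5.11 times on chromosome 7 from 120 to 150 Mb. The end of chromosome 8, from band 8q24.13 onward, held 2.88 ± 0.131% of H3K4me3 peaks in unirradiated (n = 3) and 1.91 ± 0.130% in irradiated ASH1L–/– lists (n = 6, exact p = 0.0119), and 2.45 ± 0.366% and 2.12 ± 0.131% in WT lists (p = 0.0476). The difference of these changes was 0.649 percentage points (permutation p = 0.01, adjusted p = 0.0179 over 3 tests chosen after the data were seen).

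**Figure D5:**
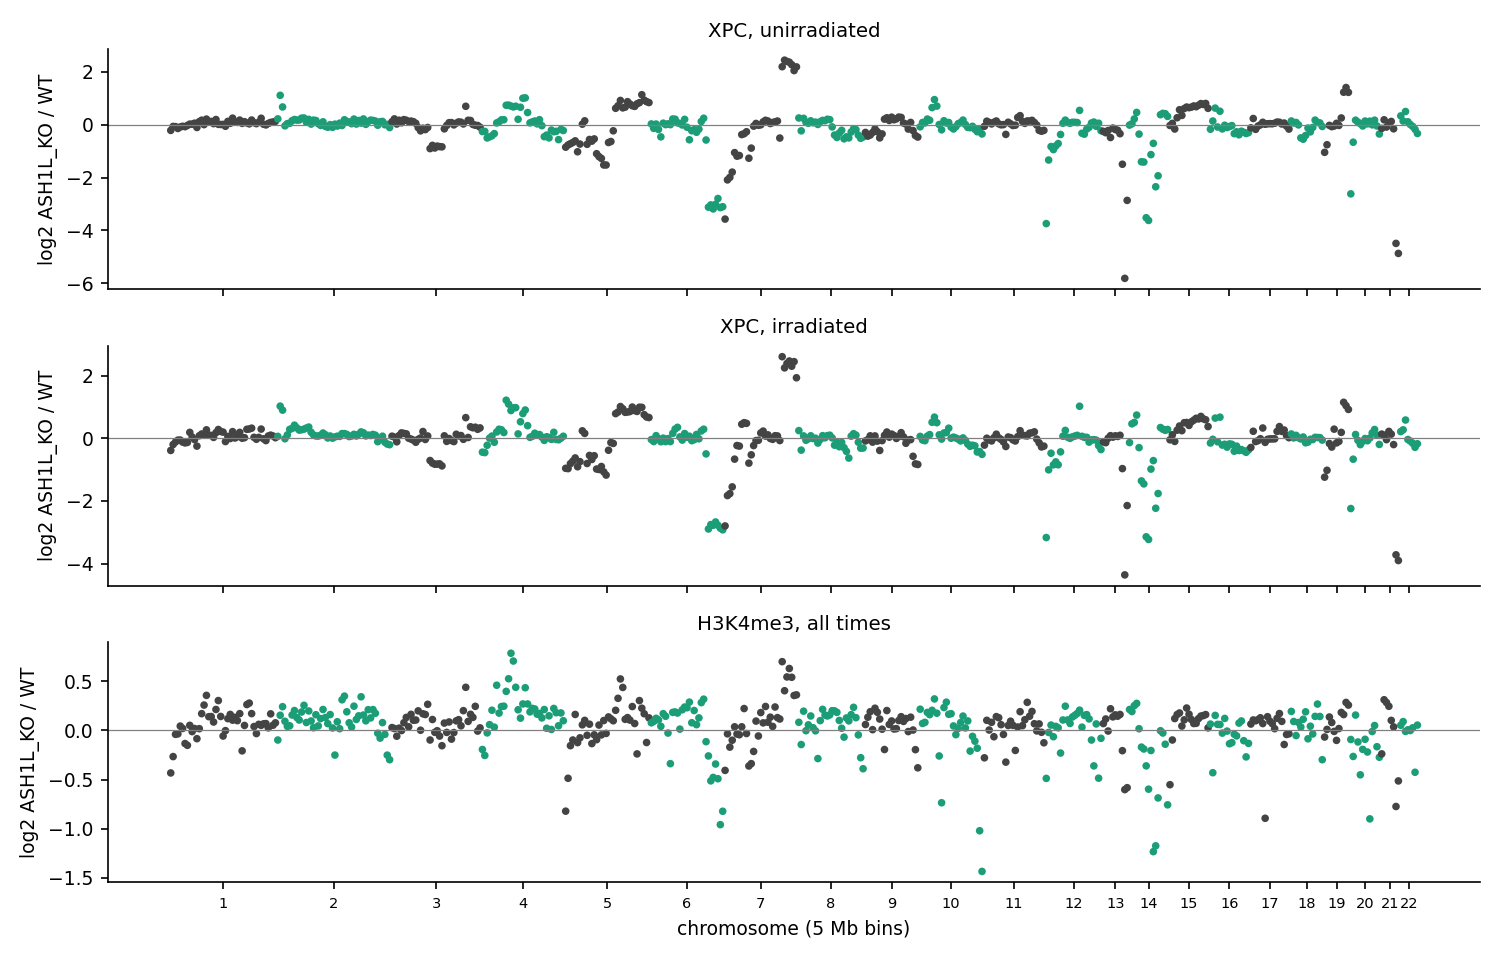
Log2 ratio of covered length in ASH1L–/– to WT lists in bins of 5 Mb along the genome, for XPC without and with UV and for H3K4me3 over all times (points are bins, shades alternate by chromosome). XPC ratios ran together over whole segments, such as 5.11 on chromosome 7 from 120 to 150 Mb and 0.134 on chromosome 6 from 135 to 170 Mb.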

Values the study reported

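The study reported about 55,000 additional H3K4me3 peaks in WT cells within 3 h of UV. It described a 3-fold rise of peak density in intergenic euchromatin and a drop of overall signal in both genotypes. It gave 654 base pairs as the mean width of new peaks that depend on ASH1L.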

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

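Chosen after the results were seen were the tests of sequencing depth, of copy number for the XPC genes, of peak width, of gene families and of the end of chromosome 8, and the camera tests with an estimated correlation.

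1 XPC library stood apart from its group. Among 4 unirradiated WT lists, replicate 1 held 11193 peaks with a −log10 q of at least 1.3 and a median fold enrichment of 1.61, both far from the other 3 lists by Dixon's test. In that group 10 measures were tested, and chance gives about 1 such result in 20.

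A difference between the genotypes in the change after UV brought up the other results here. For the width of the median H3K4me3 peak it passed only before adjustment (log2 0.19, permutation p = 0.0495, adjusted p = 0.1485). By test, it was also seen for 155 promoters and 472 gene bodies, and for the share of peaks on the end of chromosome 8 (0.649 percentage points). Among gene lists it was seen for the nucleotide excision repair list (camera adjusted p = 0.0230) and the HOX list (camera adjusted p = 0.0108). With an estimated correlation the adjusted p of each of these lists was 0.909. With covered length scaled neither list passed (adjusted p = 0.0762 for repair and 0.121 for HOX genes), and the HOX median turned to −0.290 kb, still above the −0.495 kb of all genes. By family, 2 histone promoters had a lower UV change in WT cells. It was higher at 6 KRTAP promoters and 20 protocadherin bodies, which may overlap. The counts of these families with covered length scaled were 0, 8 and 1. KRTAP10-9 lies on chromosome 21 between 40 and 46.7 Mb, where XPC lists of ASH1L–/– cells covered 0.0625 of the share of WT lists. Whether copy number gives the KRTAP difference was not tested.

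Single promoters with a higher UV change in WT cells were C10orf71 (2.52 kb), SIGLEC6 (2.28 kb), PLA2G4E (2.26 kb), KRTAP10-9 (2.09 kb), SIGLEC12 (2.04 kb), ZNF132 (2.02 kb), NKX2-6 (1.98 kb), PRSS3 (1.97 kb), NPAP1 (1.96 kb), ENSG00000268083 (1.94 kb), LAMB3 (0.935 kb), LHX9 (0.682 kb) and HOXB13 (0.475 kb). Promoters with a lower one were OCLN (−1.55 kb), GREB1L (−1.26 kb), CDH11 (−1.17 kb), NECAP1 (−0.856 kb), ZNF266 (−0.839 kb), CARD16 (−0.720 kb), MRPS36 (−0.719 kb), TMEM229A (−0.686 kb), SNX3 (−0.685 kb) and XKR4 (−0.669 kb). Gene bodies with a higher UV change in WT cells were TRAPPC9 (157 kb), SHANK2 (101 kb), PTPRN2 (83.2 kb), TCERG1L (65.0 kb), ADAMTS2 (64.4 kb), OCA2 (64.1 kb), MGMT (60.1 kb), RIMBP2 (58.3 kb), KCNK9 (56.0 kb) and ADAMTS17 (53 kb). Bodies with a lower one were ZNF814 (−7.79 kb), ZNF587 (−3.19 kb), STRAP (−1.78 kb), NFXL1 (−1.71 kb), C6orf62 (−1.61 kb), ZNF888 (−1.55 kb), CEP97 (−1.47 kb), NUP35 (−1.42 kb), TM9SF3 (−1.39 kb) and RTRAF (−1.33 kb).

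WT cells gained more H3K4me3 regions than ASH1L–/– cells (44434 against 29464). Sequencing depth was left open: the ratio was 1.49 among peaks that pass at the depth of the shallowest library, but this removed at most 5.43% of the peaks of a library, and with the same number of peaks per library the counts were 23127 and 20395, and with a fold enrichment of 5 or more 9312 and 7730. Copy number did not account for it, with a ratio of 1.48 (95% interval 1.41 to 1.56) in 372 balanced bins, although 11.5% of the strict WT regions lay in bins that were low in ASH1L–/– XPC lists, against 5.59% of all regions (rotation permutation p = 0.04), so that copy number may account for a part of the strict set. Counting the real grouping, splits of the libraries gave as many regions in 2 of 100 for WT (highest other 45312) and 12 of 100 for ASH1L–/– cells (highest other 39524), so the ASH1L–/– number is within reach of chance. A loss of UV-induced H3K4me3 in ASH1L–/– cells remains possible, but rests on 1 knockout line and was not separated from a difference between cell clones.

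XPC promoter coverage differed between genotypes at 48 genes, and H3K4me3 at 3733. Copy number fits the XPC genes, because the genotype ratio of 5 Mb bins correlated between unirradiated and irradiated lists (r = 0.966) and 68.8% of the genes lay in bins with a sharp difference, against 9.39% of all genes, but the bins were drawn from the same lists, so another stable difference in XPC coverage over whole segments is not excluded. It does not account for the H3K4me3 genes as a set, of which 9.56% lay in such bins, against 9.59% of all genes. Counting the real grouping, splits gave as many XPC genes in 2 of 100 (48, highest other 1873), while for H3K4me3 genes only the real grouping did, 1 of 100 (3733, highest other 2353), and 1 of 10 for unirradiated cells alone (587, highest other 159), too few splits to tell. An effect of ASH1L on H3K4me3 at these promoters is possible, as is drift between clones, which no test here separates from it.

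XPC peaks overlapped the regions gained in WT and not in ASH1L–/– cells 1.44 times as often as shifted regions in irradiated WT lists. Overlap with H3K4me3 regions of any kind did not account for it by the rule set before, as the ratio at regions lost in WT was 1.14. Regions gained in ASH1L–/– and not in WT cells had 1.15 ± 0.0435 (n = 6), yet regions lost in ASH1L–/– cells reached 1.41. Of those 19043 lost regions, 6919 were also gained in WT cells, so the last set is not separate. The unirradiated WT lists had 1.28 and the change after UV did not pass, so the overlap cannot be called a response to UV. For XPC promoters after UV, where 0 passed, every split reaches that count (100 of 100 for WT, 84 of 84 for ASH1L–/– and 100 of 100 for the difference, highest other 3, 253 and 2504), so this says nothing about chance.

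For the remaining counts, splits with the real grouping included gave as many changed promoters in 1 of 84 for WT (4498, highest other 3404), 1 of 84 for ASH1L–/– (3575, highest other 1004) and 3 of 100 for the difference (155, highest other 402). For gene bodies the numbers were 3 of 84 (2368, highest other 3414), 1 of 84 (1136, highest other 766) and 1 of 100 (472, highest other 160).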

How the results depend on the processing

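The alternatives for gene lists (estimated correlation, 1 kb window and scaled length) and XPC without the 2 shorter lists were chosen after the data were seen. Of 231 comparisons under other settings 181 stayed the same, 36 moved, 6 reversed, 6 became stronger and 2 weaker, and of 457 with a library left out 375 stayed the same, 59 moved, 15 reversed, 7 became weaker and 1 stronger. For named genes, 2001 of 2456 stayed the same, 390 became weaker, 7 stronger and 58 reversed, and with a library left out 4348 of 5181 stayed the same, 815 became weaker, 17 stronger and 1 reversed. The rule chosen in advance named more genes than are reported here. Of those, scaling reversed 35 of 61 H3K4me3 promoters in WT after UV, 12 of 59 in ASH1L–/– cells and 0 of 23 for the difference. A 1 kb window reversed 10 of 69 over the 3 times. The threshold on fold enrichment and the scaling of covered length mattered most often, and the cause was not tested. The XPC lists end at 500000 peaks in 17 of 19 libraries, which limits what they can show.

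With peaks of a fold enrichment of 5 or more, log2 changes were 0.40 (exact p = 0.0119) for all H3K4me3 peaks in WT, 0.31 in ASH1L–/– (reversed), −0.0016 and 0.10 (reversed) for promoter peaks in WT and ASH1L–/–, 0.99 and 0.65 for gene body peaks and 1.02 and 0.59 (reversed) for intergenic peaks. Gained regions were 9312 in WT and 7730 in ASH1L–/–. Genes passing were 609 promoters after UV in WT, 2003 in ASH1L–/–, 338 for the difference and 1004 between unirradiated genotypes, and 1021 gene bodies in WT and 203 for the difference, and 1 gene list was called. With a −log10 q of 1.3 or more the promoter peak changes were −0.11 (exact p = 0.0595) in WT and 0.0020 for the difference (reversed), and the intergenic change in WT was 0.41 (exact p = 0.0476). With the top 25% of each list by fold enrichment, gene body peaks in ASH1L–/– changed by −0.0464 (reversed) and gained regions were 11004 and 7432. With the same number of peaks per library, the gene body difference was −0.0513 (reversed), gained regions in WT 23127, gene bodies 1556 in WT and 299 for the difference, and XPC genotype promoters 1. A peak in all 3 libraries of an irradiated group and in no unirradiated library gave 7699 gained regions in WT and 4217 in ASH1L–/–.

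With a promoter window of 1 kb to each side, promoters passing were 2541 in WT and 2116 in ASH1L–/– after UV, gene lists 0 and XPC genotype promoters 2. With scaled length, promoters passing were 8096 in WT, 147 in ASH1L–/–, 269 between unirradiated genotypes and 2318 over the 3 times, gene bodies in WT 447, gene lists 16 and XPC genotype promoters 385. Camera with an estimated correlation called 0 lists. For XPC promoters, the stricter 50% of each list gave 1 for the genotype, no trend in eBayes 6 for WT after UV and 103 for the genotype, and lists without the 2 shorter ones 6 for the genotype. A replicate block gave a gene body peak change of 0.28 (permutation p = 0.0370) in WT, 835 gene bodies for the difference, and 25 XPC promoters for WT and 179 for the genotype. After removal of group means, libraries with the same replicate number were most alike in 16 of 18 cases for promoters, 10 of 18 for bodies and 5 of 19 for XPC. Their correlations had means of 0.0850, 0.232 and 0.0190 and were over 0.1 in 18, 32 and 8 of 45 pairs. For bodies they ranged from −0.740 to 0.910, against a mean of −0.118 for other numbers, so a shared effect of the number is not excluded there. The number was not taken as a pairing, and the block was not used elsewhere.

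Leave-one-out gave these ranges, lowest to highest, of log2 changes in WT, ASH1L–/– and their difference. All peaks had 0.10 to 0.31, −0.13 to 0.0772 and 0.13 to 0.35, promoter peaks −0.16 to −0.07, −0.14 to −0.07 and −0.0432 to 0.0426, gene body peaks 0.15 to 0.43, −0.11 to 0.16 and 0.11 to 0.40, and intergenic peaks 0.14 to 0.35, −0.16 to 0.0886 and 0.17 to 0.43. The XPC promoter share had 0.06 to 0.28, 0.04 to 0.21 and, for genotype, −0.0245 to 0.12, and XPC at gained regions 0.07 to 0.26 and 0.02 to 0.13. Gained regions were 33917 to 58517 in WT and 21822 to 40654 in ASH1L–/–. Promoters were 915 to 6753 in WT, 1210 to 4453 in ASH1L–/–, 44 to 381 for the difference, 297 to 1169 for unirradiated genotypes and 3116 to 4096 over the 3 times, and gene lists called 5 to 10. Gene bodies were 492 to 3492, 225 to 1455 and 190 to 774. XPC promoters were 0 to 36 in WT, 0 to 8 in ASH1L–/–, 0 to 0 for the difference and 1 to 184 for the genotype. The DDB2 promoter in WT had −0.0163 to 0.135 kb.

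Single genes reversed, in kb, with a fold enrichment of 5 or more at PC (0.167), SLC36A4 (0.0380) and EGR2 (−0.804) in WT after UV, at TRIAP1 (−0.162), CDC20 (−0.119), ASH1L (−0.364) and XPC (−0.161) in ASH1L–/–, at OCLN (0.0477), CDH11 (2.68), CARD16 (0.0703) and TMEM229A (0.731) for the difference, at CDT1 (−1.44) between unirradiated genotypes and CHEK2 (−0.445) over the 3 times, and in the bodies of PCNX4 (0.505), RTRAF (0.0185) and EIF5B (0.0183) in WT and ADAMTS17 (0.582) and KCNQ3 (0.00267) in ASH1L–/–. With a 1 kb window they were XPC (−0.0732) in ASH1L–/– after UV, CDT1 (−0.0677) between unirradiated genotypes, and ERCC2 (−0.0347), XPC (−0.0350), MCM3 (−0.0682), CHEK2 (−0.00200) and LGR5 (0.00278) over the 3 times. With scaling they were, in WT after UV, POLD1 (−0.203), DDB1 (−0.543), GADD45A (−0.433), KMT2C (−0.0220), WDR5 (−0.522), HOXC4 (−0.333), HOXC9 (−0.803), LHX9 (−0.147), PRRX1 (−0.843), TWIST2 (−0.618), RPL5 (−0.418), RPL13A (−0.469), MCM10 (−0.265), WEE1 (−0.560), SLC32A1 (−0.239), LAMB3 (−0.411), ASH1L (−0.906), MORF4L1 (−0.638), SUPT16H (−0.899), SSRP1 (−0.860), XPC (−0.929) and DDB2 (−0.978). In ASH1L–/– they were TRIAP1 (−0.0367), POLH (−0.214), ASH1L (−0.313), MORF4L1 (−0.236), SUPT16H (−0.282), SSRP1 (−0.389) and XPC (−0.297), and over the 3 times NR4A1 (0.0859), CXXC1 (0.0427) and LGR5 (0.112). With the stricter 50% of each XPC list RPL34 in ASH1L–/– was 0.325.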

Other observations

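The hypotheses on zinc finger clusters and on the end of chromosome 8 in this part, and all family tests, were chosen after the results were seen. Zinc finger genes of the C2H2 type, which code for repressors of repeats and stand in clusters on chromosome 19, were among the gene bodies that rose in irradiated ASH1L–/– cells more often than other genes. Of 439 such bodies 32.8% rose and the rest did not pass, against 7.30% of other genes (adjusted p = 0.00193 by rotation, 58 tests), but the family was chosen because 8 of the 10 largest rises in this contrast were zinc finger genes, so these libraries cannot bear out the hypothesis of a rise across the clusters. In WT cells 32.3% rose, against 18.5% (adjusted p = 0.00193). With covered length scaled 147 rose in ASH1L–/– and 13 in WT cells. Zinc finger promoters rose at 150 of 495 in ASH1L–/– cells and at 181 of 495 in WT cells (adjusted p = 0.0213 and 0.0696 by rotation). The difference of their UV changes was not called (adjusted p = 0.672 for higher and 0.645 for lower in WT cells). With scaling 5 rose in ASH1L–/– cells, and the median of the family turned to −0.0541 kb, still above the −0.143 kb of other genes. Histone gene promoters rose at 33 of 48 in ASH1L–/– cells (68.8% against 23.8%, adjusted p = 0.00193, 4 with covered length scaled), and at 23 of 48 in WT cells (adjusted p = 0.126), where scaling turned the direction with 1 rising and 26 falling. Keratin-associated protein genes fell at 4 and rose at 2 of 41 promoters in ASH1L–/– cells (adjusted p of the fall = 0.0123, 4 falling and 1 rising with covered length scaled). Part of this family lies in the segment of chromosome 21 with an XPC ratio of 0.0625. Whether copy number gives this fall was not tested.

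The bodies of KCNK9, KCNQ3, COL22A1 and TG on the end of chromosome 8 fell in irradiated ASH1L–/– cells, although KCNQ3 turned to 0.00267 kb with a fold enrichment of 5 or more. The gene bodies of this end were not tested as a group. In ASH1L–/– lists the share of peaks on this end fell from 2.88 ± 0.131% to 1.91 ± 0.130% (n = 3 and 6, exact p = 0.0119), with all 6 irradiated lists below the 3 unirradiated ones. In WT lists it fell as well, from 2.45 ± 0.366% to 2.12 ± 0.131% (exact p = 0.0476). The change differed between genotypes by 0.649 percentage points (permutation p = 0.01). As the region was chosen for genes that fell or differed there in the same libraries, none of these values tests the pattern anew. A shift in the copies of this segment between cultures could give the same pattern, and the lists hold no reads that would tell these apart.

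The number of intergenic H3K4me3 peaks in irradiated WT cells was 1.21 times that in unirradiated cells over all deposited peaks. The log2 change was 0.51 (exact p = 0.0595) in the top 25% of each list by fold enrichment, where list length fixes the total. It was 1.02 among peaks with a fold enrichment of 5 or more. These are lower than the rise quoted from the study, but that was for peaks of euchromatin found in most replicates, limits not set here.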
